A study of Homo sapiens with 4 samples. Its data were reported in "Nuclear miR-451a activates KDM7A and leads to cetuximab resistance in head and neck squamous cell carcinoma" (2024).

How the data were processed

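Total RNA of 4 CAL27 cultures was hybridised by the authors to Agilent SurePrint G3 Human Gene Expression v3 arrays, with 1 colour (Cy3) and 1 array per culture. The authors scanned the arrays and extracted spot intensity with Feature Extraction 10.7.1.1, which subtracted background, removed spatial trends and replaced values at background with surrogates, per the file headers. Each deposited scanner file gave the processed signal, the mean signal, the local background and flags for each spot as intensity on a linear scale. The authors also deposited a table of log2 values, which they had normalised with the quantile algorithm over the 4 arrays. Each column of that table was set against the scanner values of its own array, with a Spearman rho of at least 0.999 across probes, against at most 0.898 for any other array. All columns with values per sample belonged to a labelled sample. All 4 arrays lay on 1 slide and carried 1 scan time, so neither slide nor scan could be fitted as a block.

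Groups were taken from the sample labels. CAL27 miR-451a was compared with CAL27 NC, and CAL27_CTX with CAL27, as in the study. The labels list CAL27 miR-451a and CAL27_CTX as exposed to cetuximab at 300 µg/mL for 48 h and give no such exposure for the other 2 cultures. By the labels, each comparison therefore contains the cetuximab exposure as well as the strain, and these cannot be separated within a comparison. The array methods of the study do not state the exposure, so a slip in the labels cannot be excluded.

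The log2 of the processed signal was quantile normalised over the 4 arrays with limma 3.58.1 in R 4.3.3, on spots that were neither controls nor flagged as outliers. Spots of a probe were averaged, which left 58125 probes. A probe entered a comparison when it was well above background on at least 1 of its 2 arrays. A value not well above background was raised to the lowest value among probes well above background on that array, where it lay below it. Such a probe gives only a bound, written as at least N-fold. A probe was called changed at a 2-fold difference, the fold threshold of the study. The t-test of the study cannot be computed with 1 array against 1, and no p-value was given for these comparisons. Shared calls were counted over probes that could be called in both comparisons and set against the overlap under independence and against 10000 shuffles within 20 bins of mean signal. For gene lists, also written in advance, the brightest probe stood for a gene, and the median log2 ratio was placed among 10000 random lists of the same size matched on mean signal. These percentiles describe the arrays and are not tests. Cetuximab exposure was tested as 2 arrays against 2 with limma (lmFit, eBayes with an intensity trend, two-sided, Benjamini-Hochberg adjustment at 0.05) on probes well above background on at least 2 arrays.

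The genes named are 7 of the 8 candidates the study measured by qRT-PCR, AGO1 to AGO4 and EGFR. To these were added, for each comparison, the 5 genes with the highest and the 5 with the lowest log2 ratio, and for the overlap 5 per direction ranked by the smaller change. These had to be well above background on every array compared and 2-fold changed under quantile, 75th percentile and normexp processing, with all other detected probes of the gene moving the same way. Genes named outside this rule are pointed out where they appear. Gene names are those of the array design. Of the 58125 probes, 33474 matched a symbol in the RefSeq gene table of assembly GRCh38.p14, 2389 of them through an older symbol, which covered 22577 genes. Probe coordinates are those of the files, on build hg19. Exons and introns were not assigned, because no annotation of that build was used.

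The alternatives chosen before the data were examined were scaling to the 75th percentile, normexp background correction with an offset of 50, the deposited log2 table, other filters and floors for dim probes, a 1.5-fold threshold, and genes in place of probes. For the exposure test they were a pair term, no intensity trend, each array left out in turn, and the methods' t-test. The pair term parts CAL27 miR-451a and CAL27 NC from CAL27_CTX and CAL27, and does not separate strain from exposure. Removal of the probe GC trend, scaling to E1A spike-in probes and exchange of the control arrays were added after the data were seen. Sites for the miR-451a seed were not analysed here. Other steps were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

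The procedures were tested on simulated data. For CAL27 miR-451a against CAL27 NC, with 19324 simulated probes, 200 of 200 probes changed 3-fold were called and 0 others. As 3-fold lies above the 2-fold threshold, this checks the calling step and says nothing about false calls between cultures. For the exposure test, 5 simulations over 22234 probes each held 200 probes changed 8-fold. With spreads drawn from the variance model of limma, 181 to 190 were recovered and 5.26% of the calls were unchanged probes. With the posterior variance of each probe as its spread, 199 to 200 were recovered and 12.9% of the calls were unchanged probes, so the adjusted p can be too small where spreads depart from the model.

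The number of arrays limits the precision. The only error measured is that between spots of the same array. Among 153 probes with 10 spots well above background on every array, the median SD between spots gave a technical SD of 0.10 for a log2 ratio of 2 arrays. Under normexp this SD was 0.19. It leaves out the spread between cultures, and also labelling, hybridisation and other differences between arrays.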

Results

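Gene expression was measured in 4 cultures of CAL27, a human tongue squamous carcinoma cell line. CAL27_CTX is a strain resistant to cetuximab, an antibody against the epidermal growth factor receptor (EGFR), and CAL27 is its parental line. CAL27 miR-451a overexpresses the microRNA miR-451a, and CAL27 NC is its scrambled negative control. There was 1 array per culture, so no difference between cultures has a replicate check. Of 58125 probes, 21818 were well above background in CAL27 miR-451a, 20582 in CAL27 NC, 21795 in CAL27_CTX and 22908 in CAL27, and 19324 were so on all 4 arrays. Before normalisation the 75th percentile of the processed signal was 156, 84.2, 138 and 241 in the same order, so CAL27 NC was the dimmest array. Mature miR-451a was not analysed here.

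The distance between arrays was compared first, over the 19324 probes. The SD of the log2 ratios was 0.68 for CAL27 miR-451a against CAL27 NC and 0.59 for CAL27_CTX against CAL27. The control cultures CAL27 NC and CAL27 were 0.71 apart. The closest pair was CAL27 miR-451a and CAL27_CTX at 0.50, and the most distant was CAL27 NC and CAL27_CTX at 0.81. CAL27 miR-451a and CAL27 were 0.53 apart. Counted as probes at least 2-fold apart, the control cultures differed at 2650 probes, CAL27 miR-451a and CAL27 NC at 2647, and CAL27_CTX and CAL27 at 1510. Normexp moved the SD most for CAL27 miR-451a against CAL27 NC, to 0.50, and for the control cultures, to 0.54. For the closest pair, leaving out filter and floor raised the SD to 0.65, and normexp lowered it to 0.38.

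Log2 ratios with CAL27 NC followed the GC content of the 60-base probes. Across probes, which are not independent replicates, Spearman's rho was -0.45 for CAL27 miR-451a against CAL27 NC, 0.44 for CAL27 NC against CAL27 and 0.38 for CAL27 NC against CAL27_CTX. For the 3 pairs without CAL27 NC it lay between -0.02 and 0.01.

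**Figure D1:**
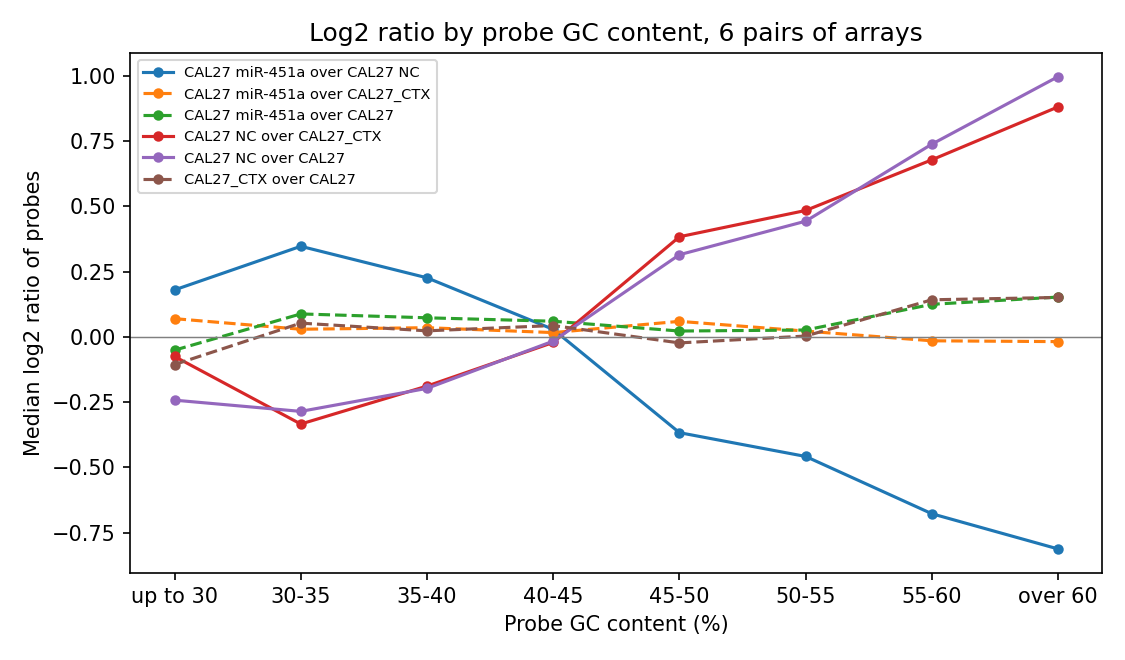
Median log2 ratio of probes well above background on all 4 arrays (vertical axis) by probe GC content in percent (horizontal axis), with 1 line per pair of arrays, solid where the pair contains CAL27 NC and dashed otherwise. Solid lines run to -0.81, 0.88 and 1.00 at a GC content over 60%, while dashed lines reach at most 0.15 there.

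The first comparison asked which transcripts differ when miR-451a is overexpressed. Among 22589 probes, 1551 were at least 2-fold higher and 1703 at least 2-fold lower in CAL27 miR-451a than in CAL27 NC. For 286 of the higher and 250 of the lower probes the fold is a bound. The normexp correction gave 429 and 562 probes. With CAL27 in place of CAL27 NC as the control array, 676 probes were higher and 988 lower. Of the 1551 higher probes, 134 (8.64%) were also 2-fold higher against CAL27, and of the 1703 lower probes 290 (17.0%) were also 2-fold lower. The 2 ratios share the CAL27 miR-451a array, and simulated arrays with independent deviations of the observed size gave 4.47%. These deviations were normal with 1 SD per array for all probes, without filter or floor. Unequal spread between probes could raise that share, so an excess over it decides nothing. The highest log2 ratios under the naming rule were those of ATP8B5P (2.65), ORM1 (2.28), USP24 (2.14), AP2B1 (2.10) and ADAM1A (2.07). The lowest were those of CDKN1C (-2.61), PRPH (-2.57), ABTB1 (-2.50), EEF1A2 (-2.50) and TTYH1 (-2.48). Against CAL27, the log2 ratios of the higher genes were 2.47, 1.04, 0.49, 1.16 and 0.46 in the same order. Those of the lower genes were -1.31, 0.78, -1.39, -4.58 and -1.56. The direction of PRPH and the calls of USP24 and ADAM1A thus depend on the control array used. The ABTB1 and EEF1A2 probes have a GC content above 50%, and their log2 ratios were -2.04 and -2.03 once the GC trend was removed.

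The second comparison asked which transcripts differ between the cetuximab-resistant strain and its parental line. Among 23729 probes, 927 were at least 2-fold higher and 1266 at least 2-fold lower in CAL27_CTX than in CAL27. For 204 and 290 of them the fold is a bound. Against CAL27 NC as well, 447 (48.2%) of the higher and 632 (49.9%) of the lower probes were changed the same way. Independent deviations simulated as for the first comparison gave 35.7%, with the same limit. CCL5 had the highest log2 ratio under the naming rule (4.77, probe on chromosome 17 from 34199332 to 34199391). It was followed by LURAP1L (3.85), ACTG2 (3.81), IFNL2 (3.72) and RSAD2 (3.28). The level of CCL5 was 8.71 in CAL27 miR-451a, 9.17 in CAL27 NC and 8.86 in CAL27_CTX, against 4.09 in CAL27, and IFNL2 was likewise lowest in CAL27. The lowest log2 ratios were those of AQP3 (-4.61), LTB (-4.28), LOXL4 (-3.15), SALL2 (-3.02) and TNFRSF6B (-2.93). AQP3 (probe on chromosome 9 from 33441765 to 33441824) had a level of 5.59 in CAL27_CTX, 10.2 in CAL27, 7.26 in CAL27 miR-451a and 7.29 in CAL27 NC.

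The study looked for transcripts that moved the same way in both comparisons, which share no array. Of 21765 probes that could be called in both, 109 were 2-fold higher in both, where independence gives 55.3 and shuffling within bins of mean signal gave 61.1 (95% of shuffles between 47 and 76). A further 294 were 2-fold lower in both, against 85.1 under independence and 99.8 after shuffling (82 to 118). Opposite calls numbered 22 for higher in CAL27 miR-451a and lower in CAL27_CTX, below the shuffled 94.7. They numbered 54 for the reverse, against a shuffled 68.5. With the control arrays exchanged, 61 probes were higher in both, which was 0.94 times the shuffled number, and 221 were lower in both, which was 2.05 times the shuffled number. Across probes, Pearson's r between the log2 ratios of the 2 comparisons was 0.25. The other ways of pairing the 4 arrays gave 0.06 and 0.20. Higher in both were FGF2 (log2 ratios of 1.76 and 2.22), ADAMTS6 (1.68 and 2.25), SLC7A11 (1.61 and 2.15), AFG3L1P (1.36 and 1.35) and E2F3 (1.12 and 1.31). With the GC trend removed, the first log2 ratio of E2F3 was 0.83, while the other genes stayed at least 2-fold higher. Against CAL27, the log2 ratios of CAL27 miR-451a were 2.26, 0.06, -0.04, 0.92 and 1.47 in the same order. The first calls of ADAMTS6, SLC7A11 and AFG3L1P thus depend on the control array used, with AFG3L1P only just below the threshold. Lower in both were EEF1A2 (-2.50 and -2.39), REEP2 (-2.26 and -2.27), SH2D3C (-2.20 and -2.61), RAB26 (-2.20 and -2.62) and ENTPD8 (-2.13 and -2.87).

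The 8 candidate genes were then examined. The study picked them in part on these arrays, so their direction is not independent evidence. KDM7A encodes a histone demethylase and has 2 probes. The brighter probe (A_23_P359897, chromosome 7 from 139785046 to 139785105, minus strand) had a level of 6.94 in CAL27 miR-451a, 6.05 in CAL27 NC, 7.20 in CAL27_CTX and 6.33 in CAL27. It was 1.86-fold higher in CAL27 miR-451a than in CAL27 NC and 1.82-fold higher in CAL27_CTX than in CAL27. Both lie above the technical SD, which covers only spots within an array, and below the 2-fold threshold. The SD of all log2 ratios of these pairs was 0.68 and 0.59. Under normexp the log2 ratios of KDM7A fell from 0.89 and 0.87 to 0.53 and 0.61. The second probe (A_33_P3252068) was well above background only in CAL27_CTX, where it was at least 1.40-fold higher than in CAL27.

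At 2-fold, 2 candidates were higher in both comparisons. DNAJC3 was 2.02-fold and 2.11-fold higher. CCNT2 was at least 2.02-fold higher in CAL27 miR-451a, because it was not well above background in CAL27 NC, and 2.10-fold higher in CAL27_CTX. With the GC trend removed, the log2 ratio of DNAJC3 in the first comparison was 0.72. ENAH (A_23_P51397) was 1.56-fold and 1.74-fold higher, and PRPF39 1.54-fold and 1.87-fold. In the first comparison their log2 ratios fell from 0.64 and 0.62 to 0.35 and 0.25 once the GC trend was removed. The probes of ARID1B disagreed. Its brightest probe had log2 ratios of 0.37 and -0.51, and another (A_33_P3333078) 1.28 and 0.36, where the second turned to -0.10 under spike-in scaling. The brightest probe of ATXN1 had log2 ratios of 0.19 and 0.88. At a 1.5-fold threshold, 7 of the 8 genes had a probe that was higher in both comparisons.

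**Figure D2:**
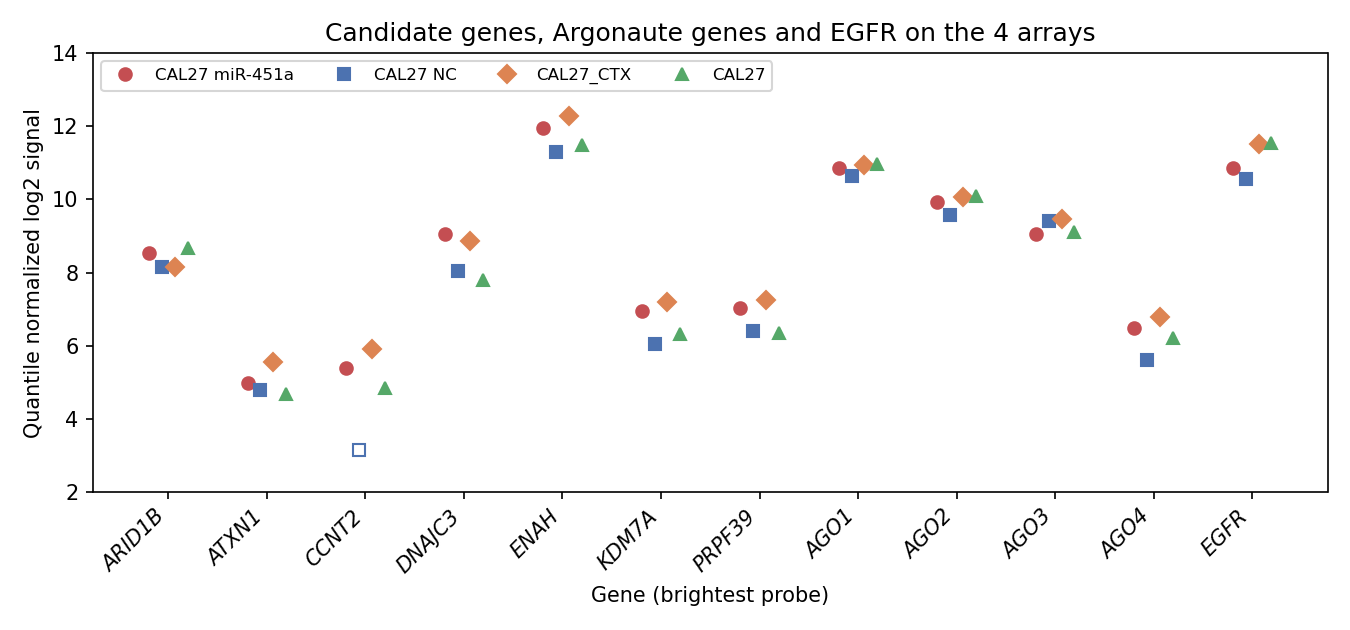
Quantile normalised log2 signal (vertical axis) of the brightest probe of 7 of the 8 candidate genes, the 4 Argonaute genes and EGFR (horizontal axis), with 1 point per array and an open symbol where the probe was not well above background. KDM7A lies at 6.94 in CAL27 miR-451a and 7.20 in CAL27_CTX, above 6.05 in CAL27 NC and 6.33 in CAL27.

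Argonaute proteins bind microRNAs, and the study examined AGO2. AGO2 had a log2 ratio of 0.36 in CAL27 miR-451a against CAL27 NC and of -0.05 in CAL27_CTX against CAL27, the latter within the technical SD under quantile normalisation and -0.48 under spike-in scaling. AGO4 had log2 ratios of 0.88 and 0.57, which stayed positive under every scaling tried. The probes of AGO3 moved in opposite directions, with 0.54 and -0.19 (A_23_P97021) against -0.36 and 0.34 (A_33_P3244882), where the latter turned to 1.42 and -0.082 under spike-in scaling. The brightest probe of AGO1 had log2 ratios of 0.22 and -0.02, and the second turned to 0.04 under the 75th percentile. EGFR was measured by 3 probes that disagreed. The brightest had log2 ratios of 0.29 and -0.04, where the first turned to -0.08 once the GC trend was removed and the second to 0.05 under the 75th percentile. The others had -0.82 and -0.66 (A_33_P3351944) and -0.10 and 1.05 (A_33_P3351955), where spike-in scaling turned the first of each to 1.00 and 1.66.

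Gene lists were compared next, each as the median log2 ratio of its genes. In CAL27_CTX against CAL27 the unfolded protein response list stood at 1.09, with 18 of 18 genes higher, and the interferon response list at 1.13, with 21 of 25 higher. Both lay above all 10000 random lists. The qRT-PCR candidates stood at 0.87 (percentile 99.98), and shared DNAJC3 with the unfolded protein response list. Below most random lists were hypoxia (-0.46, percentile 0.04), mesenchymal genes (-0.50, 0.15), keratinocyte differentiation (-0.60, 0.16), proliferation (-0.27, 0.585) and cholesterol synthesis (-0.20, 4.70). The cytoplasmic miR-451a targets were at -0.16. The ERK output list was at -4.78e-04 (percentile 51.8) and above 0 under the 75th percentile. Over genes well above background on all 4 arrays, keratinocyte differentiation was at 0.14.

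In CAL27 miR-451a against CAL27 NC the candidates stood at 0.73 (percentile 99.5), the unfolded protein response at 0.36 (98.2), proliferation at 0.27 (97.2), the cytoplasmic targets at 0.38 (96.1) and ERK output at 0.36 (90.3). Mesenchymal genes were at 0.24 (86.9), with a mean of -0.11, and turned to -0.30 under the 75th percentile. Interferon response was at 0.05 (58.2), and at -0.02 once the GC trend was removed. Hypoxia was at -0.12 (21.7), cholesterol synthesis at -0.23 (6.33) and keratinocyte differentiation at -0.45 (2.19). With the GC trend removed, hypoxia was at -0.36 (percentile 1.06) and keratinocyte differentiation at -0.22 (12.7). The cytoplasmic targets were at 0.20 (86.8) with that trend removed and at 0.24 (87.6) with all probes of a gene averaged. Scaling to the 75th percentile brought the unfolded protein response to 0.07, at percentile 94.8, and the median of all compared probes to -0.13.

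The control cultures differed on the same lists. In CAL27 NC against CAL27, cholesterol synthesis stood at 0.69 with 19 of 19 genes higher and keratinocyte differentiation at 0.72 with 9 of 16 higher, both above all 10000 random lists, and interferon response at 0.26 (97.6). With the GC trend removed, keratinocyte differentiation was at 0.26 (percentile 98.5), and under normexp at 0.33. Proliferation was at -0.40 (0.22), mesenchymal genes at -0.55 (0.56), the cytoplasmic targets at -0.50 (0.97) and the candidates at -0.19 (30.1). Hypoxia was at -0.15 (22.0) and turned to 0.31 under the 75th percentile. The unfolded protein response was at -0.12 (22.6) and ERK output at -0.15 (36.6). This ratio shares an array with each of the other comparisons, so its values are not independent of theirs.

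**Figure D3:**
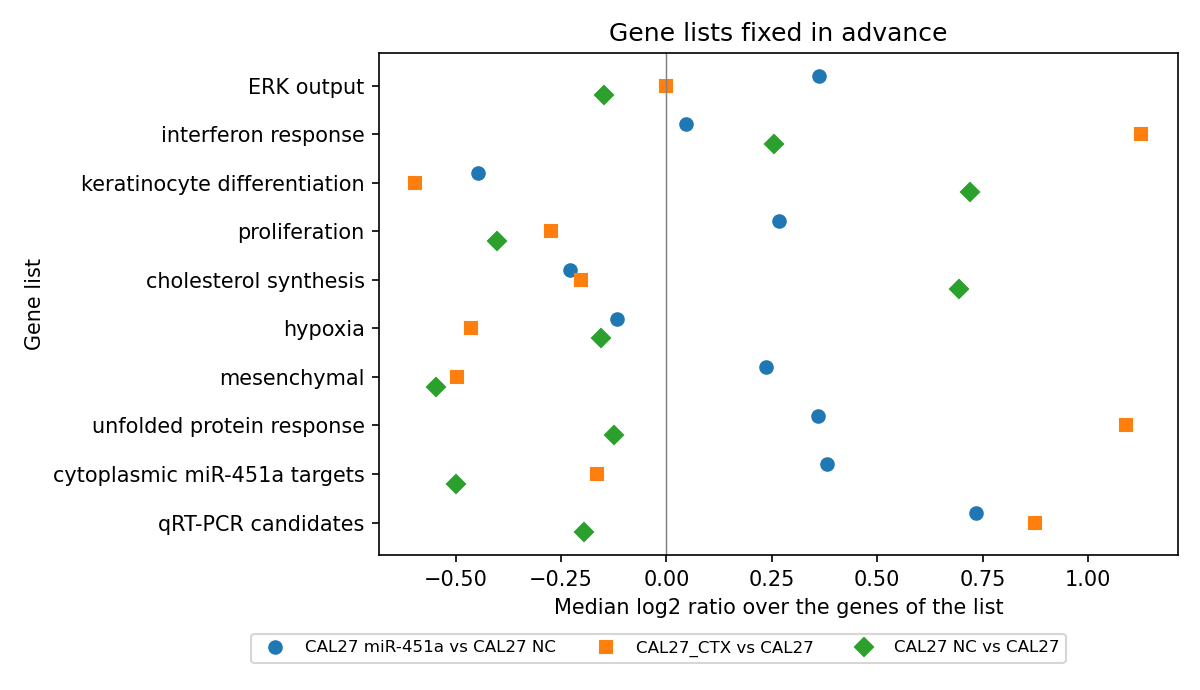
Median log2 ratio (horizontal axis) of each of 10 gene lists (vertical axis), with 1 symbol for each of CAL27 miR-451a against CAL27 NC, CAL27_CTX against CAL27, and CAL27 NC against CAL27. Interferon response and unfolded protein response stand at 1.13 and 1.09 in CAL27_CTX against CAL27, and cholesterol synthesis at 0.69 in CAL27 NC against CAL27.

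Cetuximab exposure is labelled with 2 arrays on each side. With limma, 0 of 22234 probes passed an adjusted p of 0.05, and the smallest adjusted p was 0.57. At an unadjusted p of 0.05, limma gave 816 higher and 984 lower probes. The methods' t-test gave 70 higher and 187 lower probes at its threshold in p and fold, and 1 and 0 after Benjamini-Hochberg adjustment. At the same threshold in p and fold, limma gave 334 and 596. With the pair term, limma called 6 higher and 47 lower probes. Exposure and strain stay together in that fit, so these calls are not adjusted for strain. The simulations did not cover it. The 4 arrays can be split into 2 and 2 in 3 ways. The split of CAL27 miR-451a and CAL27 NC from CAL27_CTX and CAL27 gave 27 probes with limma, and the remaining split 0. The split with 27 probes also parts the cultures that the study describes as carrying a vector from the others.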

Values the study reported

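The study reported that 1145 genes were upregulated both in CAL27_CTX against CAL27 and in CAL27 miR-451a against CAL27 NC. Its screen left 8 candidate genes.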

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

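The tests in this part were chosen after the result was seen, except for scaling to the 75th percentile.

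The proliferation list stood out because it moved in opposite directions in the 2 comparisons, and the difference itself was not tested. Its median log2 ratio was 0.27 in CAL27 miR-451a against CAL27 NC and -0.27 in CAL27_CTX against CAL27. Under the 75th percentile the first was smaller, at 0.097 with 14 of 25 genes higher, and the second was -0.22. A trend with probe GC as the whole cause is argued against. In the first comparison the median was 0.28 once that trend was removed. In the second there was hardly a trend to remove, and the lowest median of any bin of probe GC content was -0.11, above that of the list. A low level on the CAL27 NC array alone for the first comparison, and a high level on the CAL27 array alone for the second, cannot be told apart from a difference between the cultures, as each rests on single arrays. CAL27 miR-451a against CAL27 gave a median of -0.071, with 11 genes higher and 14 lower. CAL27_CTX against CAL27 miR-451a gave -0.16, with 19 of 25 genes lower, and CAL27 NC against CAL27 gave -0.40. An effect of cetuximab, of the strain or of culture density on the day of harvest stays open for the lower level in CAL27_CTX, and none of these was tested.

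The E1A spike-in probes, which measure RNA added in the laboratory and not the cells, differed between arrays after quantile normalisation. Over 7 probes the median log2 ratio was -1.71 in CAL27 miR-451a against CAL27 NC and 0.60 in CAL27_CTX against CAL27. A gain shared by all probes is taken out when each array is scaled by 1 factor. The first ratio was then still -1.79, with the 7 probes between -1.92 and -1.61. This argues against such a gain as its cause on these arrays, while the size of the gain stays unknown. Less labelled sample RNA or more spike-in RNA on the CAL27 NC array cannot be told apart, as both act on the same ratio of -1.71 and the gain of each array is unknown. Before normalisation the median log2 signal of E1A was 10.37 in CAL27 NC, 10.22 in CAL27, 9.87 in CAL27_CTX and 9.45 in CAL27 miR-451a. The 75th percentile of the sample signal was 84.2, 241, 138 and 156 in the same order. Against CAL27 the spike-in signal thus differed little and the sample signal was lower, while against CAL27 miR-451a both differed. A difference in RNA per cell was not tested.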

How the results depend on the processing

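Removal of the GC trend, spike-in scaling and exchange of the control arrays were chosen after the data were seen, and the other alternatives before the data were examined. No paired analysis was possible because each comparison of groups had 1 array against 1. The exposure test of 2 arrays against 2 was also fitted with the pair term as a block, which called 6 higher and 47 lower probes in place of 0. Slide and scan were not fitted, as all arrays shared 1 of each, and the 8-base seed site was not run.

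The SD of log2 ratios of all 6 pairs stayed within 1.5 times its value under the 75th percentile, normexp, the deposited log2 table, no filter and GC removal. The deposited log2 table kept every count of calls within 1.5 times. The technical SD was 0.10 under the 75th percentile as well, and 0.19 under normexp.

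Counts of calls are given as higher then lower in CAL27 miR-451a, higher then lower in CAL27_CTX, and higher then lower in both comparisons. Normexp gave 429 and 562, 277 and 456, and 20 and 72. Its offset pulls ratios towards 0. Without filter and floor they were 4600 and 4696, 3208 and 3558, and 476 and 691, and the overlap of higher probes turned from 1.79 to 0.98 times the shuffled number. At 1.5-fold they were 4268 and 4583, 3426 and 3124, and 991 and 1090. Without a floor, 1995 probes were lower in CAL27_CTX and 183 higher in both. Over probes well above background on all 4 arrays, 596 were higher in CAL27_CTX. Counted as genes, 941 were higher and 968 lower in CAL27 miR-451a, 436 higher in CAL27_CTX and 52 higher in both, since fewer units are counted. Where no reason is given, the cause was not tested.

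With spike-in scaling the counts were 18831 and 12, 269 and 3403, and 186 and 1, and the overlap of higher probes was 1.03 times the shuffled number. This scaling moved the median of all compared probes to 1.67 in CAL27 miR-451a against CAL27 NC and to -0.41 in CAL27_CTX against CAL27, and the share of higher calls to 99.9% and 7.33%, from 47.7% and 42.3%. The 75th percentile moved the first median to -0.13 and the first share to 36.9%. With the control arrays exchanged, 676 and 988 probes were called for CAL27 miR-451a, 2290 and 2481 for CAL27_CTX and 61 higher and 221 lower in both. The overlap of higher probes turned to 0.94 times the shuffled number, and that of lower probes was 2.05 times.

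Of the 8 candidates, 2 were 2-fold higher in both comparisons. This was 1 under the 75th percentile, 0 under normexp, 7 at 1.5-fold, 1 with GC removal and 0 with spike-in scaling. The log2 ratios that changed sign under spike-in scaling in CAL27 miR-451a against CAL27 NC were AGO3 (A_33_P3244882) to 1.42 and EGFR to 1.00 (A_33_P3351944) and 1.66 (A_33_P3351955). In CAL27_CTX against CAL27 they were ARID1B to -0.10 (A_33_P3333078) and, from a ratio of 0.03, to -0.48 (A_33_P3291877), ATXN1 (A_33_P3409099) to -0.34, AGO1 (A_33_P3380587) to -0.35 and AGO3 (A_33_P3244882) to -0.082. With GC removal EGFR turned to -0.080 (A_23_P215790) and 0.36 (A_33_P3351955) in the first comparison. Under the 75th percentile the mesenchymal list turned to -0.30 in CAL27 miR-451a against CAL27 NC and the hypoxia list to 0.31 in CAL27 NC against CAL27. Gene lists were not recomputed under spike-in scaling, which shifts every ratio. The keratinocyte differentiation list turned to 0.14 in CAL27_CTX against CAL27 over genes well above background on all 4 arrays.

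For cetuximab exposure, limma called 0 probes, with 816 higher and 984 lower at an unadjusted p of 0.05. The pair term gave 6 higher and 47 lower after adjustment, and 1278 and 1374 at an unadjusted p of 0.05. The methods' t-test gave 1 higher after adjustment. With each array left out in turn, which leaves 1 array on one side that is assumed to vary like the others, 0 to 7 probes were higher and 0 to 2 lower. Without CAL27 miR-451a replicate 1 there were 7 higher and 1 lower, without CAL27_CTX replicate 1 there was 1 higher, and without CAL27 replicate 1 there were 2 lower.

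Signal over background limits dim probes. Of 58125 probes, 33572 were well above background on no array, and their absence from the calls says nothing about their level.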

Other observations

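The tests on CAPG, TRIM3, interferon genes, the CAL27 NC array alone, the exchange of control arrays and GC removal for the distance were chosen after the result was seen.

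At 2-fold, 109 probes were higher in both comparisons here, and 476 without filter and floor for dim probes. Both are lower than the number of genes quoted from the study above.

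The CAL27 NC array lay farthest from the other 3 arrays. The mean SD of its 3 pairs was 1.36 times that of the other 3 pairs. With the probe GC trend removed the ratio was 1.22, so GC may explain part of the excess and is argued against as the whole cause. Loss of 5-prime sequence in the CAL27 NC RNA is argued against. Over 2446 genes with a probe pair, the 5-prime probe deviated upwards relative to the 3-prime probe on that array, by a median of 0.22 (0.09 with the GC trend removed), where loss predicts a value below 0. Bright patches are argued against, with a ratio of 1.35 without such spots, as are dim probes, with a ratio of 1.36 among the brightest probes. Less labelled RNA on that array and a difference between the cultures stay open.

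The overlap of the comparisons was also examined for probe GC. With the GC trend removed, the overlap was 2.09 times the shuffled number for higher probes and 3.60 times for lower probes, which argues against the GC trend as its cause. Exchange of the control arrays, which keeps the exposure in both ratios, gave 0.94 times the shuffled number for higher and 2.05 times for lower probes, and a Pearson's r of 0.06 in place of 0.25 across probes. The exchange also puts the vector into the 2 ratios with opposite signs, which can lower both the overlap and r. The lower values thus do not count against the shared cetuximab exposure. That exposure stays open with the strains, since each ratio rests on single arrays.

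For KDM7A, the log2 ratio in CAL27 miR-451a against CAL27 NC was 0.80 with the GC trend removed, which argues against that trend. A low level on the CAL27 NC array alone cannot be told apart from a higher level in CAL27 miR-451a. CAL27 miR-451a was above CAL27 by 0.61 at this probe, against an SD of 0.53 for all log2 ratios of that pair. The exposure of CAL27 miR-451a to cetuximab and the microRNA stay open, as the design holds both in 1 array.

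The interferon genes were lowest on the CAL27 array for 13 of 25 genes and highest on the CAL27_CTX array for 14 of 25 (56.0%). A low CAL27 array alone is therefore argued against as the whole cause of the difference, although it may contribute. No biological explanation was tested.

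The following spots were picked out after their values were seen. A CAPG probe (A_33_P3305758) had a log2 level of 13.04 in CAL27 NC and of 7.62, 7.70 and 7.16 in CAL27 miR-451a, CAL27_CTX and CAL27. Of the spots next to it, 2 were at least 8-fold above the median of the other arrays in CAL27 NC, and they belong to other transcripts, so a bright patch is a likely source. Its second probe had a log2 ratio of -1.11 in CAL27 miR-451a against CAL27 NC, so a lower CAPG level stays open as well. Such neighbouring spots numbered 32 on the CAL27 NC array, 36 in CAL27 miR-451a, 49 in CAL27_CTX and 6 in CAL27, where scattered spots would give 0.59 to 1.60 on average. The highest count among random scatterings was 4, 6, 8 and 8 in the same order, so the 6 in CAL27 lies within their range. None of the 55 named probes lay in such a patch. A TRIM3 probe (A_33_P3357600) had a log2 level of 17.2 in CAL27_CTX and of 3.96 in CAL27. The second TRIM3 probe, well above background on all 4 arrays, had a log2 ratio of -0.036, which argues against a higher TRIM3 transcript level.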
